# Cardiac Oxidative Signaling and Physiological Hypertrophy in the Na/K-ATPase α1^s/s^α2^s/s^ Mouse Model of High Affinity for Cardiotonic Steroids

**DOI:** 10.3390/ijms22073462

**Published:** 2021-03-27

**Authors:** Pauline V. Marck, Marco T. Pessoa, Yunhui Xu, Laura C. Kutz, Dominic M. Collins, Yanling Yan, Cierra King, Xiaoliang Wang, Qiming Duan, Liquan Cai, Jeffrey X. Xie, Jerry B. Lingrel, Zijian Xie, Jiang Tian, Sandrine V. Pierre

**Keywords:** Na/K-ATPase, cardiotonic steroids, isoform, reactive oxygen species, hypertrophy

## Abstract

The Na/K-ATPase is the specific receptor for cardiotonic steroids (CTS) such as ouabain and digoxin. At pharmacological concentrations used in the treatment of cardiac conditions, CTS inhibit the ion-pumping function of Na/K-ATPase. At much lower concentrations, in the range of those reported for endogenous CTS in the blood, they stimulate hypertrophic growth of cultured cardiac myocytes through initiation of a Na/K-ATPase-mediated and reactive oxygen species (ROS)-dependent signaling. To examine a possible effect of endogenous concentrations of CTS on cardiac structure and function in vivo, we compared mice expressing the naturally resistant Na/K-ATPase α1 and age-matched mice genetically engineered to express a mutated Na/K-ATPase α1 with high affinity for CTS. In this model, total cardiac Na/K-ATPase activity, α1, α2, and β1 protein content remained unchanged, and the cardiac Na/K-ATPase dose–response curve to ouabain shifted to the left as expected. In males aged 3–6 months, increased α1 sensitivity to CTS resulted in a significant increase in cardiac carbonylated protein content, suggesting that ROS production was elevated. A moderate but significant increase of about 15% of the heart-weight-to-tibia-length ratio accompanied by an increase in the myocyte cross-sectional area was detected. Echocardiographic analyses did not reveal any change in cardiac function, and there was no fibrosis or re-expression of the fetal gene program. RNA sequencing analysis indicated that pathways related to energy metabolism were upregulated, while those related to extracellular matrix organization were downregulated. Consistent with a functional role of the latter, an angiotensin-II challenge that triggered fibrosis in the α1^r/r^α2^s/s^ mouse failed to do so in the α1^s/s^α2^s/s^. Taken together, these results are indicative of a link between circulating CTS, Na/K-ATPase α1, ROS, and physiological cardiac hypertrophy in mice under baseline laboratory conditions.

## 1. Introduction

Levels of endogenous cardiac steroids (CTS) vary in response to physiological and pathophysiological stresses such as exercise, pregnancy [1,2,3], hypertension [2,4,5], and heart failure [2,6]. The role of endogenous CTS as hormones with distinct but related modulatory effects on growth as well as cardiovascular equipoise [7,8,9] and dysfunction [5,6,10,11,12] has been increasingly recognized. In the meantime, key issues such as their respective contributions, synthetic pathways, and regulations are areas of very active investigation [9,12,13,14,15,16,17].

CTS effects are mediated through the Na^+^/K^+^-ATPase (NKA), the plasma membrane transporter that utilizes the energy from ATP hydrolysis to catalyze the exchange of intracellular Na^+^ for extracellular K^+^ [18,19]. In the pharmacological-to-toxic range, CTS inhibit the NKA enzyme. The adjustment of Na^+^/Ca^2+^ exchange that ensues ultimately leads to the modulation of cardiac contractility and excitability, which is the molecular basis for the use of the CTS digoxin in the clinical management of heart failure and atrial fibrillation [19,20,21,22].

Understanding the physiological/pathophysiological role of CTS/NKA interaction beyond the effect of administration of exogenous CTS in the therapeutic-to-toxic range has been more challenging. In particular, it has been difficult to establish that systemic concentrations of endogenous CTS reach levels that significantly inhibit NKA [2,23,24,25,26]. Modulation of the more recently discovered, non-canonical NKA receptor signaling function has emerged as a more likely mechanism of action for endogenous CTS [27,28,29]. Indeed, CTS concentrations as low as 100 times below the inhibitory threshold have been shown to induce the assembly of multiple protein complexes into functional microdomains and activate diverse signaling pathways [30]. In the ensuing NKA signaling cascades, activation of Src, 1,4,5-triphosphate receptor (IP3R), EGFR, mitogen-activated protein kinases, mitochondrial reactive oxygen species (ROS), and intracellular Ca^2+^ oscillations has been reported in many cells and organs [9,31,32].

Early experimental evidence supporting structural changes of cardiac cells in response to CTS were reported by Peng et al. and Huang et al. [33,34]. Subsequent studies have exposed the role of ROS in this process [24,31,35]. This line of work, expanded to multiple systems and in vivo models, has led to the current understanding of the Na/K-ATPase/Src/ROS feedforward mechanism and its modulation by CTS [36]. One of the most direct evidence for the importance of this loop in cardiac tissue came from a study by Liu et al., in which blockade of the loop using pNaKtide injection dampened the hypertrophic remodeling of uremic cardiomyopathy in vivo [37]. However, because those studies used pharmacological approaches to inhibit the pathway, non-specific/off-target effects have not been ruled out. To obtain a direct evidence that interaction between endogenous CTS and Na/K-ATPase regulates cardiac ROS and hypertrophic growth, we here compare the cardiac phenotype of mice expressing the rodent wild type Na/K-ATPase α1 with a low affinity for CTS to that of mice genetically engineered to express a Na/K-ATPase α1 with high affinity for CTS. This study, which is the first to examine the CTS-sensitive α1^s/s^α2^s/s^ mouse heart, reveals a mild but significant cardiac phenotypic change consistent with a model whereby increased CTS binding to NKA increases cardiac ROS, favors physiological hypertrophic growth, and reduces angiotensin II-induced fibrosis. RNA sequencing reveals an upregulation of metabolic pathways, especially fatty acid β-oxidation, and a downregulation of pathways related to the extracellular matrix organization in the α1^s/s^α2^s/s^ mouse heart.

## 2. Results

### 2.1. Cardiac Na^+^/K^+^-ATPase in the α1^s/s^α2^s/s^ Mouse

To assess whether increasing sensitivity to CTS affected Na/K-ATPase isoform expression and enzymatic activity, we compared heart preparations from α1^s/s^α2^s/s^ mice and α1^r/r^α2^s/s^ littermates. Expression levels of cardiac Na/K-ATPase subunits (α1, α2 and β1) and total enzymatic activity were not altered (Figure 1a,b). Na/K-ATPase in the mouse heart typically exhibits a biphasic dose–response curve to the CTS ouabain, with a low affinity site attributable to α1-containing isoenzymes and a high affinity component attributable to α2-containing isoenzymes. In contrast, dose–response curves from α1^s/s^α2^s/s^ hearts were best fitted assuming one IC_50_, resulting in a monophasic curve and a computed IC_50_ around 10^−6^ M (Figure 1c). This leftward shift in ouabain dose–response is consistent with the expected impact of R111Q and D122N substitutions on NKA α1, which resulted in greater sensitivity and made it indistinguishable from the α2 site in α1^s/s^α2^s/s^ mice.

### 2.2. Cardiac Phenotype of the α1^s/s^α2^s/s^ Mouse

A moderate but significant increase in cardiac weight in α1^s/s^α2^s/s^ hearts was observed, as shown in Figure 2a (15% increase in HW/TL ratio, *p* < 0.01). Since increased HW/TL ratios are commonly associated with increased cardiomyocyte size, we next evaluated cardiomyocyte cross-sectional area (CSA) and density in left ventricle histological preparations stained with wheat germ agglutinin (WGA). A significant increase of 15% of the mean cardiomyocyte area was detected in α1^s/s^α2^s/s^ compared to α1^r/r^α2^s/s^ littermates (Figure 2b). Accordingly, a decrease in cardiomyocyte density was observed due to the increased cardiomyocyte size (Figure 2b).

### 2.3. Absence of Adverse Cardiac Remodeling in α1^s/s^α2^s/s^ Mice

Physiological stimuli such as exercise result in cardiac hypertrophy, which is characterized by an overall normal cardiac structure and the absence of adverse remodeling, preserved or improved cardiac function, and minimal alteration in cardiac gene expression. In contrast, pathological hypertrophy is associated with adverse remodeling, functional alteration, and/or re-expression of fetal genes. Accordingly, we set out to assess cardiac fibrosis and re-expression of the fetal gene program in α1^s/s^α2^s/s^ mice. No evidence of fibrosis was observed by Masson’s trichrome staining (Figure 3a). Collagen-1 mRNA content was also found to be unchanged compared to the control littermates (Figure 3b). The cardiac fetal gene program, a key feature of pathological cardiac hypertrophy, was not changed in α1^s/s^α2^s/s^ compared to α1^r/r^α2^s/s^ littermates (Figure 3c).

Furthermore, we analyzed the systolic function of α1^s/s^α2^s/s^ mice by echocardiography. We observed a significant increase in the left ventricle mass and left ventricle anterior wall thickness, at systole, in agreement with the histological characterization (Table 1). Despite those changes, no major changes in systolic cardiac function were observed. Given the absence of fibrosis, fetal gene program re-expression, and functional abnormalities, it was concluded that increased α1 affinity for endogenous CTS had favored physiological cardiac hypertrophy in this gain-of-function mouse model.

### 2.4. RNA-Seq Analysis

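The RNA-seq values reported in this section are counts of sequencing reads per gene in 6 hearts, 3 of each genotype. The α1 r/rα2 s/s hearts, which carry the rodent Na/K-ATPase α1 with a low affinity for cardiotonic steroids (CTS), came from mice 368, 369 and 370. The α1 s/sα2 s/s hearts, which carry the CTS-sensitive α1, came from mice 379, 380 and 381. A sequencing company mapped the reads and counted them on genes, and the authors deposited these counts without normalization. The total count was 20240817, 19710942 and 20165386 in α1 r/rα2 s/s hearts, with a median of 20165386. In α1 s/sα2 s/s hearts it was 20470065, 19309312 and 20427506, with a median of 20427506. Of the 54532 genes listed, 22139 to 22515 had at least 1 count in an α1 r/rα2 s/s heart and 21234 to 22039 in an α1 s/sα2 s/s heart. The genotypes did not overlap in this number. Mitochondrially encoded genes took 23.9% ± 0.476 (SD, n = 3) of the counts in α1 r/rα2 s/s hearts and 25.4% ± 0.493 (SD, n = 3) in α1 s/sα2 s/s hearts. No heart of one genotype overlapped the other in this share (exact permutation test, two-sided p = 0.1, the smallest that 3 hearts against 3 allow). All hearts had the expression of males, with 19 to 41 counts of Xist and 410 to 2966 counts of each of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y. Hearts of the same genotype differed by more than sampling noise (chi-square per gene between 6.93 and 13.4, where counting error alone gives about 1), so each was counted as 1 replicate. The counts were normalized with edgeR's TMM method, and genes were kept by its filterByExpr function, which left 14866 genes. The genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its biological coefficient of variation, the spread between hearts of one genotype, was 11.1%. Counts per gene do not show the amino acid substitutions themselves, so the genotype of each heart was taken from its label.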

RNA-seq analysis was carried out in whole hearts from 3-month-old α1^s/s^α2^s/s^ male mice and age-matched α1^r/r^α2^s/s^ (3 mice/genotype). A volcano plot is shown in Figure 4a with the distribution of genes that were up- (right) or downregulated (left). 

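The genes with the largest changes were taken among those with an adjusted p under 0.05 in edgeR's quasi-likelihood test, a mean log2 CPM (counts scaled to library size) of at least 1, and no overlap between the genotypes. Hist1h2al (ENSMUSG00000091383), annotated as a processed pseudogene on chromosome 13 of GRCm38 from 51202727 to 51203065, rose most. It had 1, 3 and 0 counts in α1 r/rα2 s/s hearts and 96, 43 and 117 in α1 s/sα2 s/s hearts. Against a floor of 3 counts the mean of the α1 s/sα2 s/s hearts was at least 29.1-fold higher (adjusted p = 0.00028). Its reads could be shared with 12 other Hist1h2a genes, which together had 1.54 ± 0.132 CPM in α1 r/rα2 s/s hearts and 1.81 ± 0.469 CPM in α1 s/sα2 s/s hearts (SD, n = 3). Acot1, an acyl-CoA thioesterase gene on chromosome 12 from 84009490 to 84018371, rose from 17.7 ± 2.54 to 41.2 ± 8.34 CPM (SD, n = 3). Its log2 fold change was 1.22 (standard error 0.14, adjusted p = 0.000626). Acot2, a paralog whose reads the counting could have split with Acot1, rose from 81.4 ± 6.48 to 131 ± 18.3 CPM (SD, n = 3). The next rises were in Timp4, Pdk4 and Sult1a1, with log2 fold changes of 1.15, 1.12 and 1.04 and adjusted p of 0.00274, 0.0333 and 0.019. Timp4 encodes an inhibitor of metalloproteinases, Pdk4 a pyruvate dehydrogenase kinase and Sult1a1 a sulfotransferase. Tfrc, the transferrin receptor gene on chromosome 16 from 32608920 to 32632794, fell most. It went from 119 ± 31.3 to 42.2 ± 3.75 CPM (SD, n = 3), a log2 fold change of -1.50 (standard error 0.14, adjusted p = 0.000106). Mycn, Tmprss13, Ip6k3 and Apln followed, with log2 fold changes of -1.34, -1.27, -1.11 and -1.11 and adjusted p of 0.046, 0.0473, 0.00211 and 0.000626. Testing every gene with a count, without a filter, moved the adjusted p most, to 3.72e-53 for Pdk4 and 5.58e-62 for Tfrc. Pdk4 varied widely between hearts, at 860 ± 357 CPM in α1 r/rα2 s/s hearts and 1863 ± 443 CPM in α1 s/sα2 s/s hearts (SD, n = 3). The fit without a filter was not among the tests run on simulated data, so its adjusted p are not taken as stronger evidence. The robust form of edgeR's prior raised the adjusted p, to 0.366 for Pdk4, 0.244 for Tmprss13, 0.175 for Sult1a1 and 0.102 for Timp4. In DESeq2, Pdk4 had an adjusted p of 0.0962. Hist1h2al, Acot1, Timp4, Tfrc, Ip6k3 and Apln kept an adjusted p under 0.05 in each of the 6 fits that left out one heart. Pdk4 and Sult1a1 kept it in 3 of those fits, and Mycn and Tmprss13 in 2.

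**Figure D1:**
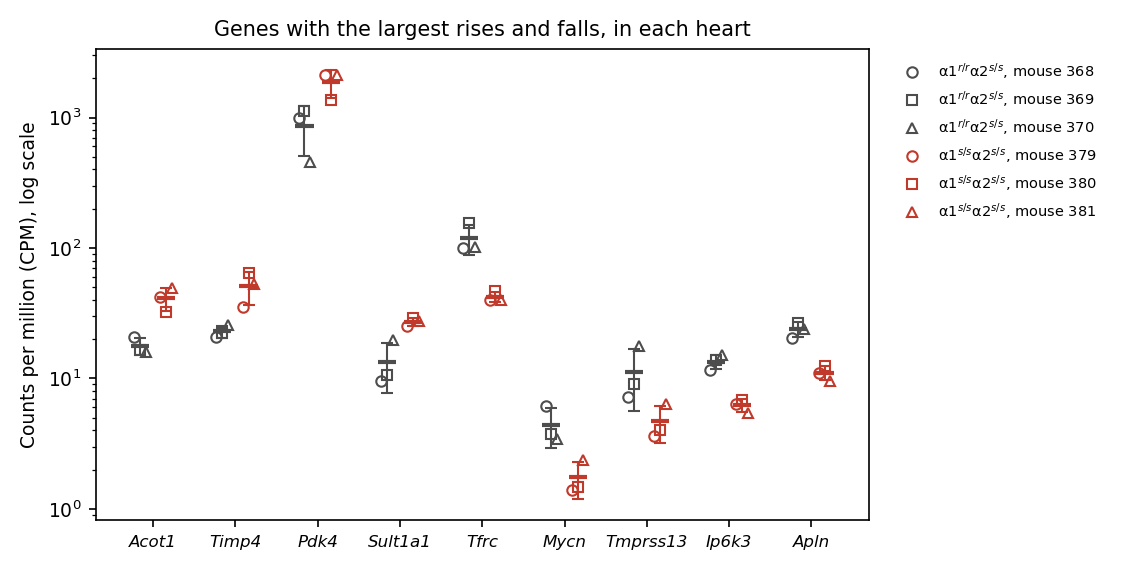
CPM (log scale) of 9 of the genes with the largest rises and falls, in each heart. Points are hearts, bars are the mean of 3 hearts and whiskers are the SD; the genotypes do not overlap for any of these genes, and Tfrc lies at a mean of 119 CPM in α1 r/rα2 s/s hearts against 42.2 CPM in α1 s/sα2 s/s hearts.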

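At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 214 genes differed between the genotypes, with 116 upregulated and 98 downregulated in α1 s/sα2 s/s hearts. Of these, 109 had an absolute log2 fold change over 0.5, the limit drawn in Figure 4a, with 53 upregulated and 56 downregulated. The setting that moved the count most was an adjusted p under 0.5 with that fold change minimum, which gave 968 genes. DESeq2, which the authors used, gave 403 genes on the same counts, with 246 upregulated and 157 downregulated. Of the genes called by edgeR, 201 were also called by DESeq2. The authors' deposited table lists 387 genes with an adjusted p under 0.05, 235 higher and 152 lower. Of those in the authors' deposited table, 189 were called by edgeR and 386 by DESeq2. When one heart was left out in turn, edgeR called between 80 and 158 genes. Of the genes called with all hearts, 57 were called in each of those 6 fits and 35 in none of them, and all kept their sign. Counting genes without overlap between the genotypes gave 2972 genes, or 20% of those tested, where 10% is the share for hearts ordered at random.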

A total of 388 genes were found to be differentially expressed, 152 being downregulated and 235 upregulated. 

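GSEA was repeated with fgsea on genes ranked by edgeR's log2 fold change. It measures whether the genes of a set lie together toward one end of the ranking, as a normalized enrichment score that is positive for sets upregulated in α1 s/sα2 s/s hearts. Mouse Reactome sets were taken from the collection shipped with fgsea, which holds 1457 sets, and 1122 of them had between 5 and 2000 ranked genes. For the Cellular Component terms, 5 lists of gene symbols were written by hand, since the Gene Ontology annotation was not used here. At an adjusted p under 0.05, 27 Reactome sets passed, 14 upregulated and 13 downregulated. fgsea draws random genes and not random hearts, so that genes that vary together from heart to heart count as independent. When the 6 hearts were split into 3 and 3 without regard to genotype, up to 44 Reactome sets passed in fgsea. limma's camera, which takes the correlation between genes from the hearts, gave no Reactome set with an adjusted p under 0.05, and 9 sets with an unadjusted p under 0.05.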

A Gene Set Enrichment Analysis (GSEA) was performed to assess the pathways that were up- and downregulated in α1^s/s^α2^s/s^ hearts compared to α1^r/r^α2^s/s^ hearts. Using the Cellular Component in the Gene Ontology database (Figure 4b), we observed downregulated pathways, such as the extracellular matrix and collagen trimer. Moreover, upregulated pathways, such as the NADH dehydrogenase complex, respiratory chain, and mitochondrial protein complex, suggested an increase in energy demand that is commonly observed with cardiac hypertrophy [38,39,40,41,42]. 

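The hand-written extracellular matrix list had 137 genes among those tested, and 104 of them were lower in α1 s/sα2 s/s hearts. Its normalized enrichment score was -1.58 (adjusted p = 0.0017 from fgsea, over the symbol lists). The collagen trimer list had 40 genes, of which 32 were lower, with a score of -1.47 (adjusted p = 0.0355 from fgsea). Across the scalings tried, between 103 and 105 extracellular matrix genes and between 31 and 33 collagen trimer genes were lower. Setting the GSEA weight to 0 moved the collagen trimer score most, to -3.34. Ranking by DESeq2's log2 fold change over every gene with a count brought it to -1.22 (adjusted p = 0.145). Leaving out one heart at a time gave scores from -1.66 to -1.26, and 4 of the 6 fits had an adjusted p under 0.05. The mean log2 CPM of the collagen trimer genes, relative to the mean of all hearts, was 0.10 ± 0.09 in α1 r/rα2 s/s hearts and -0.10 ± 0.14 in α1 s/sα2 s/s hearts (SD, n = 3). For the extracellular matrix list it was 0.07 ± 0.09 and -0.07 ± 0.07 (SD, n = 3). The genotypes did not overlap in either mean (exact permutation tests, two-sided p = 0.1, the smallest this design allows). The gap was narrow for collagen trimer, with mouse 370 (α1 r/rα2 s/s) at -0.0112 and mouse 379 (α1 s/sα2 s/s) at -0.0131. For extracellular matrix these mice lay at -0.0183 and -0.0288. In limma's camera, the unadjusted p was 0.187 for collagen trimer and 0.27 for extracellular matrix.

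**Figure D2:**
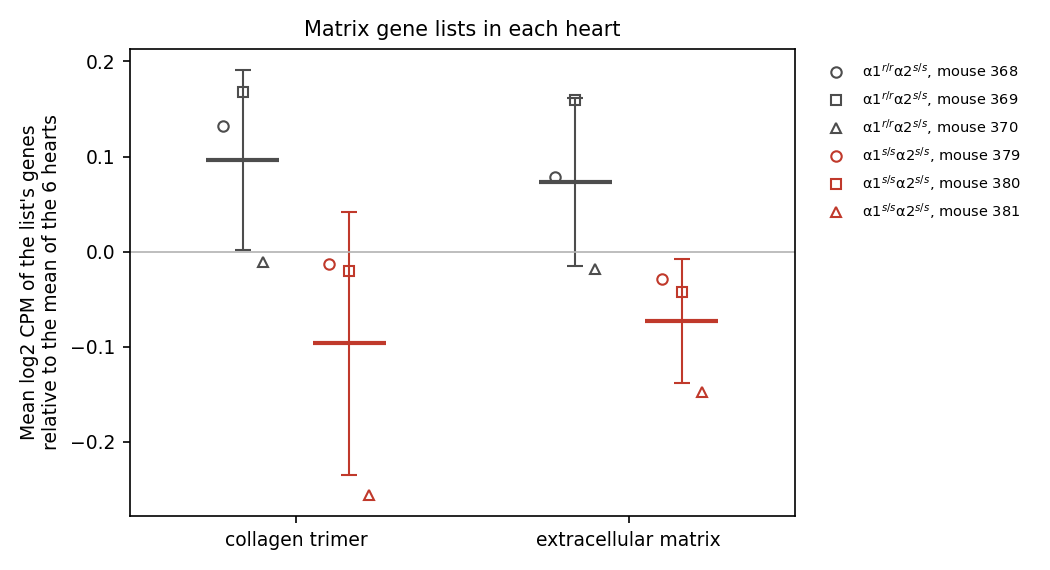
Mean log2 CPM of the genes of each matrix list relative to the mean of the 6 hearts. Points are hearts, bars are the mean of 3 hearts and whiskers are the SD; α1 s/sα2 s/s hearts lie below α1 r/rα2 s/s hearts in both lists, and mouse 381 is the lowest in both.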

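The hand-written NADH dehydrogenase complex list had 44 genes among those tested, of which 43 were higher in α1 s/sα2 s/s hearts. Its normalized enrichment score was 2.20 (adjusted p = 0.000545 from fgsea). The respiratory chain list scored 2.13 (adjusted p = 0.000211 from fgsea), with 73 of 76 genes higher. For mitochondrial protein complex, 184 of 217 genes were higher and the score was 1.96 (adjusted p = 2.4e-06 from fgsea). The changes per gene were small, with a mean log2 fold change of 0.13, 0.11 and 0.08 in the 3 lists. Of the 13 protein genes encoded in the mitochondrial genome, 12 were higher, with a median log2 fold change of 0.13. Without them, 36 of 37 genes of the NADH dehydrogenase complex were higher, with a median of 0.11. The hearts' mean log2 CPM over the NADH dehydrogenase complex did not overlap between the genotypes (exact permutation test, two-sided p = 0.1). The gap was narrow, with mouse 368 (α1 r/rα2 s/s) at -0.0211 and mouse 380 (α1 s/sα2 s/s) at -0.018. The hearts' means over the respiratory chain and the mitochondrial protein complex did overlap (exact permutation tests, two-sided p = 0.2 and 0.3). Without mouse 381, the mitochondrial protein complex score was 1.11 (adjusted p = 0.187 from fgsea). That list passed in the other 5 of the 6 fits that left out one heart. The NADH dehydrogenase complex and respiratory chain lists passed in all 6, with a highest adjusted p of 0.0342 from fgsea. limma's camera gave unadjusted p of 0.231, 0.292 and 0.357 for the 3 lists. Of the 10 ways to split the 6 hearts into 3 and 3, 2 set the energy and matrix lists as far apart as the genotypes did, the genotypes included. From the upregulated pathways, the paper proposes that energy demand was increased, which it describes as common in cardiac hypertrophy.

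**Figure D3:**
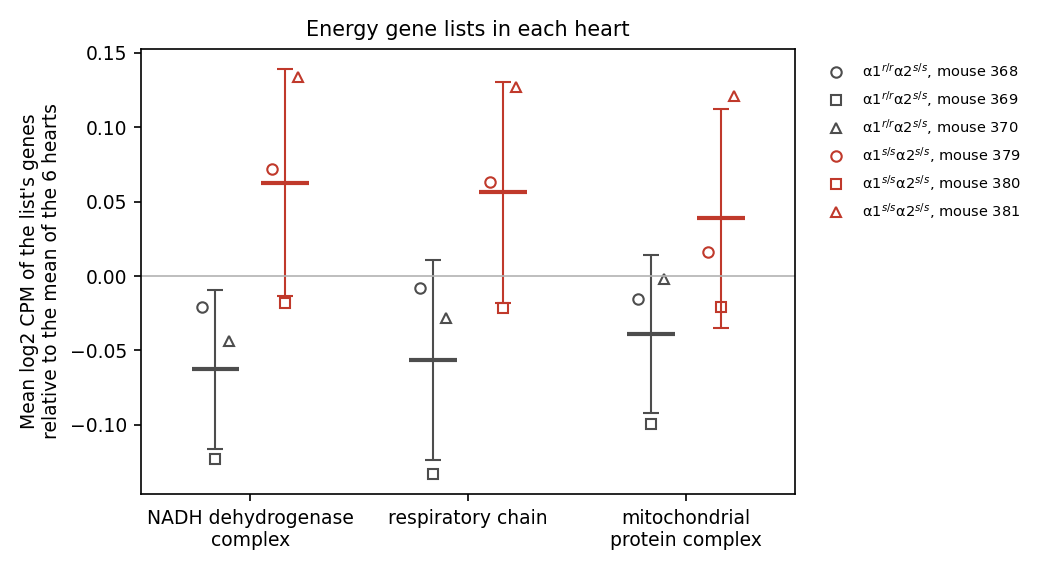
Mean log2 CPM of the genes of each energy list relative to the mean of the 6 hearts. Points are hearts, bars are the mean of 3 hearts and whiskers are the SD; mouse 380 (α1 s/sα2 s/s) lies at -0.02 in each list, below the lowest other α1 s/sα2 s/s heart.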

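Of the Reactome terms drawn in Figure 4c, 19 were in the collection used here. All 19 had the direction drawn there, and 10 of them an adjusted p under 0.05 in fgsea. The set named for the citric acid cycle and respiratory electron transport scored 2.24 (adjusted p = 1.87e-05), with 124 of 132 genes higher in α1 s/sα2 s/s hearts. Respiratory electron transport alone scored 2.23 (adjusted p = 0.0135), and together with ATP synthesis it scored 2.35 (adjusted p = 0.000127). Mitochondrial fatty acid β-oxidation had 15 genes, of which 13 were higher, and scored 1.77 (adjusted p = 0.254). Ranking genes by the signed root of edgeR's F statistic gave this set 2.16 (adjusted p = 0.000771). Extracellular matrix organization scored -1.71 (adjusted p = 0.00875), with 133 of 192 genes lower. Collagen formation scored -1.57 (adjusted p = 0.254), with 42 of 57 genes lower, and -2.32 (adjusted p = 7.33e-06) by the signed root of F. Ranking by DESeq2's log2 fold change over every gene with a count moved the number of passing terms most, from 10 to 0, with 4 terms at an unadjusted p under 0.05. The same ranking over the genes kept by filterByExpr, an alternative chosen after seeing the data, gave 12 terms. A GSEA weight of 0 gave 17 terms, and ranking by the log2 fold changes of the authors' deposited table, also chosen after seeing the data, gave 17. Leaving out each heart in turn gave between 4 and 13 terms. In limma's camera, each of the 19 terms had the same direction and an adjusted p of 0.986.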

Using the Reactome database (Figure 4c), a similar trend was noted for downregulated pathways involving the extracellular matrix, and upregulated pathways related to energy production, such as citric acid cycle, respiratory electron transport, and mitochondrial fatty acid β-oxidation.

### 2.5. Evidence of Activation of the Na/K-ATPase Oxidant Amplification Loop in α1^s/s^α2^s/s^ Mice

The increased energetic metabolism suggested by RNA-seq analysis is consistent with hypertrophic growth, but also increased the levels of reactive oxygen species (ROS) [43,44,45]. Consistently, increased sensitivity to CTS would be expected to stimulate the NKA α1 oxidant amplification loop [36,46], which prompted us to explore redox signaling in α1^s/s^α2^s/s^ mouse hearts. Indeed, multiple lines of evidence suggest that Na/K-ATPase and ROS induce cardiac hypertrophic growth through close and reciprocal regulatory mechanisms in cultured cardiac myocytes [31,35]. To this end, carbonylated protein content was measured as one of the earliest and more stable indicators of ROS generation. Consistent with an activation of ROS signaling, a 50% increase in protein carbonylation was observed in α1^s/s^α2^s/s^ mice hearts compared to their α1^r/r^α2^s/s^ littermates (Figure 5).

### 2.6. Angiotensin-II Does Not Induce Cardiac Fibrosis in α1^s/s^α2^s/s^ Mice

Angiotensin-II (AngII) infusion is a well-known trigger of cardiac fibrosis [47,48]. Since our RNA-seq analysis showed downregulation of pathways involved in extracellular matrix organization, we treated α1^s/s^α2^s/s^ mice and age-matched α1^r/r^α2^s/s^ for two weeks as described in the Materials and Methods section and evaluated cardiac fibrosis. As observed in Figure 6, AngII induced cardiac fibrosis in control α1^r/r^α2^s/s^ mice but failed to do so in α1^s/s^α2^s/s^ mice.

## 3. Discussion

In the 20 years that have elapsed since the first report of ouabain-induced hypertrophic growth in cultured cardiac myocytes, a lot has been learned about the underlying signaling mechanism involved. In the present study, we used the α1^s/s^α2^s/s^ mouse model for the first time to understand the physiological/pathophysiological role of the endogenous CTS/NKA interaction on cardiac structure and function. We observed that a hundred-to-thousand-fold increase in NKA α1 affinity for CTS produces a 15% increase in cardiac mass (Figure 2) in α1^s/s^α2^s/s^ male mice aged 3–6 months with no apparent change in cardiac function (Table 1). This increase in cardiac mass was not a consequence of changes in NKA isoform expression or altered Na^+^/K^+^-ATPase activity in the cardiac muscle (Figure 1), which is consistent with previous studies showing that mutations of amino acids arginine 111 and aspartate 122 of the NKA α-polypeptide do not alter enzyme function or expression in multiple tissues [49,50,51,52,53]. In the “SWAP” model (α1^s/s^α2^r/r^), mice did not have altered cardiac NKA either, but in that model the hundred-to-thousand-fold increase in NKA α1 affinity for CTS did not result in a significant change of cardiac mass when animals were maintained in normal laboratory conditions [50,51]. Certainly, differences in background (mixed 129SvJ /Black Swiss vs. C57Bl6) could contribute to the difference between the cardiac phenotypes of α1^s/s^α2^r/r^ vs. α1^s/s^α2^s/s^ at baseline. Alternatively, the increase in cardiac size observed in the α1^s/s^α2^s/s^ and not in α1^s/s^α2^r/r^ could indicate that CTS binding to both α1 and α2 isoforms contributes to the hypertrophic response.

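Among the matrix genes that were lower in α1 s/sα2 s/s hearts, Col15a1, which encodes a collagen α chain, had the smallest p. It lies on chromosome 4 of GRCm38 from 47208161 to 47313167 and went from 124 ± 6.02 CPM in α1 r/rα2 s/s hearts to 82.6 ± 10.1 CPM in α1 s/sα2 s/s hearts (SD, n = 3). Its log2 fold change was -0.58 (standard error 0.09, adjusted p = 0.00331 from edgeR's quasi-likelihood test). Fbn1, the fibrillin-1 gene on chromosome 2 from 125300594 to 125507993, had a log2 fold change of -0.45 (standard error 0.08, adjusted p = 0.01). Both kept an adjusted p under 0.05 with each heart left out in turn. Col6a2 and Col5a1 had log2 fold changes of -0.47 and -0.45 (adjusted p = 0.0198 and 0.0218) and kept the threshold in 3 of those 6 fits. In Reactome's collagen formation set, 6 genes passed, all lower in α1 s/sα2 s/s hearts. In its extracellular matrix organization set, 14 genes passed, 13 of them lower. In the hand-written extracellular matrix list, 9 genes passed, 8 of them lower, and Timp4, which rose, had the smallest p of the list. Col1a1, the gene of the collagen measured by RT-qPCR, had a log2 fold change of -0.41 (adjusted p = 0.0743) and an adjusted p of 0.012 in DESeq2.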

Our RNA sequencing data (Figure 4) indicated a significant downregulation of pathways related to extracellular matrix organization (e.g., extracellular matrix and collagen trimer in Figure 4b, collagen formation and extracellular matrix organization in Figure 4c). This is in agreement with the absence of fibrosis observed at baseline (Figure 3) and was corroborated functionally by the observation that angiotensin-II challenge does not induce cardiac fibrosis in α1^s/s^α2^s/s^ mice (Figure 6). Furthermore, upregulation of pathways related to metabolism and energy production (e.g., NADH dehydrogenase complex and respiratory chain in Figure 4b; tricarboxylic acid (TCA cycle), respiratory electron transport, ATP synthesis, and mitochondrial fatty acid β-oxidation in Figure 4c) is consistent with increased energy demand in cardiac hypertrophy [38,40,42]. 

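Few single genes behind these pathways passed the threshold. mt-Nd4l, which encodes a subunit of complex I at positions 9877 to 10173 of the mitochondrial genome, rose from 60.1 ± 2.31 CPM in α1 r/rα2 s/s hearts to 83.9 ± 5.94 CPM in α1 s/sα2 s/s hearts (SD, n = 3). Its log2 fold change was 0.48 (standard error 0.08, adjusted p = 0.0057 from edgeR's quasi-likelihood test). It kept an adjusted p under 0.05 with each heart left out in turn. It overlaps mt-Nd4, which starts at position 10167 and had a log2 fold change of 0.12 (adjusted p = 0.494), so the counting could have split reads between them. mt-Nd3 and mt-Nd1 had log2 fold changes of 0.36 and 0.21 (adjusted p = 0.118 and 0.191), and an adjusted p of 0.0194 and 0.00905 in DESeq2. Reads of mitochondrial genes can also match copies in the nuclear genome, and the counting may have split them. Slc25a27 and Chchd3 had log2 fold changes of 0.47 and 0.24 (adjusted p = 0.186 and 0.135), and in DESeq2 an adjusted p of 0.222 and 0.0169. In the fatty acid β-oxidation set, no gene had an adjusted p under 0.05, and 2 had an unadjusted p under 0.05. Acadl, Acads and Hadha, its genes with the smallest p, had log2 fold changes of 0.23, 0.15 and 0.17 (adjusted p = 0.182, 0.344 and 0.378). Acadl had an adjusted p of 0.0343 in DESeq2. Pdk4, whose protein inhibits pyruvate dehydrogenase, was the other gene of the citric acid cycle and respiratory electron transport set to pass in edgeR.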

In fact, studies have demonstrated that mice with cardiac-restricted constitutive activation of PI3K exhibit physiological cardiac hypertrophy and increased cardiac fatty acid oxidative capacity [54,55,56].

The results in Figure 5 show a clear increase in cardiac protein carbonylation in the α1^s/s^α2^s/s^ mouse. This suggests that a ROS-related mechanism is involved, which is consistent with the well-established role of ROS in hypertrophic growth of the cardiac myocyte [57,58,59]. Based on multiple evidence of CTS-induced ROS production and subsequent impact on cardiomyocyte growth reported in vitro and in vivo [35,60,61,62], a direct effect of CTS on NKA α1 with increased affinity in the cardiac myocyte most likely played a role in the observed hypertrophy. Although beyond the scope of the present study, future studies may clarify the role of Src-mediated ROS amplification. Moreover, possible roles of NKA α1 related to intracellular ion homeostasis in cardiac myocytes, in other cardiac cell types and/or extra cardiac tissues cannot be excluded, and may have ultimately contributed to the cardiac phenotype of this global α1^s/s^α2^s/s^ mouse model. Indeed, CTS/NKA interactions occur on a systemic level, with multiple opportunities for cross-talks and feedback mechanisms with neurohumoral regulators of cardiovascular function in health and disease [63,64,65]. For example, there is evidence that CTS secretion by adrenocortical cells is stimulated by angiotensin II and the adrenocorticotropic hormone (ACTH) [53,66].

Correlative as well as direct evidence for CTS-induced cardiac remodeling has been reported in both physiological and pathological hypertrophy. Examples of the former include normal postnatal growth [67,68], pregnancy-induced growth [69], and exercise-induced cardiac hypertrophy [1,70]. Evidence for the latter has been shown in chronic pressure or volume overload such as hypertensive disease [14,71,72], post-MI remodeling, and heart failure [11,73,74], as well as in major forms of cardiomyopathies [9,12,75]. Several lines of evidence suggest that the cardiac hypertrophic growth observed in the α1^s/s^α2^s/s^ mouse is physiological rather than pathological in nature. First, the relatively mild increase in cardiac mass observed in the α1^s/s^α2^s/s^ mouse (10%) is in the range typically observed for physiological hypertrophy, rather than the more pronounced effect of pathological hypertrophy induced by pressure overload with transverse aortic constriction (TAC) [76,77,78]. This observed increase in heart size resulted from an increase in myocyte size and occurred without a detectable change in fibrosis. Finally, echocardiographic analysis did not reveal any cardiac dysfunction and RT-qPCR analysis showed that there was no re-expression of the cardiac fetal gene program characteristic of pathological hypertrophy. Therefore, although increases in circulating amounts of CTS have been detected in both types of hypertrophy, the present study suggests that their direct impact in normal laboratory conditions favors the development of the physiological type. In all likelihood, the underlying mechanism involves the PI3K-IA pathway, which is typically associated with physiological cardiac hypertrophy, and is initiated upon exposure of cardiac myocytes to the CTS ouabain in vitro and in vivo. On the other hand, the cardiac phenotypic changes of the α1^s/s^α2^s/s^ mouse do not reflect the well-known impact of the CTS/NKA α1 pathway involved in the development of fibrosis observed in vitro and in vivo [12,16,37,79,80,81] and in adverse remodeling associated with pathological hypertrophy [12,63,64,79,81,82,83]. This may be an additional indication that various endogenous CTS exert complementary and antagonistic effects, possibly through biased signaling [84,85,86] on cardiac structure. Such biased molecular mechanisms have been proposed in the regulation of blood pressure by CTS [87,88,89]. Therefore, the nature and amount of circulating CTS in health and diseases may ultimately dictate the type of hypertrophic response. In addition, crosstalk with various pathways that affect the NKA receptor itself, such as the deleterious ROS amplification loop encountered in uremic cardiomyopathy, is likely to alter the effects of CTS. Specifically, the stability of the α1 isoform expression combined with low basal levels of endogenous CTS in the α1^s/s^α2^s/s^ mice, in contrast to decreased NKA α1 expression levels and elevated CTS in disease models such as cardiac hypertrophy, heart failure, and cardiomyopathy [90,91,92,93,94,95] may explain the occurrence of physiological vs. pathological hypertrophy through the CTS/NKA receptor.

## 4. Materials and Methods

### 4.1. Materials

Anti Na/K-ATPase α1 (NASE) primary-antibody was a gift from Drs. T. A. Pressley and P. Artigas, Texas Tech University HSC, Lubbock, TX, USA. Anti Na/K-ATPase α2 (AB-9094-I), and anti Na/K-ATPase β1 (05-382) were from Millipore (Billerica, MA, USA). β-actin (sc-7210), rabbit, and mouse secondary antibodies (sc-2004 and sc-2005, respectively) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). The 2,4-Dinitrophenylhydrazine (DNPH, D199303) and antibody against 2,4-dinitrophenyl (DNP, D9656) hydrazone derivatives were from Sigma-Aldrich (St. Louis, MO, USA).

### 4.2. Generation of the NKA α1 Sensitive Mouse Model

Mice expressing Na/K-ATPase (NKA) α1 isoform with high-affinity for CTS were created by introducing R111Q and D122N substitutions in the mouse α1 isoform of Na/K-ATPase [49]. Mice obtained from established colonies at the University of Cincinnati were backcrossed to a C57Bl6 background. Males NKA α1 sensitive (α1^s/s^α2^s/s^) and their control littermates (α1^r/r^α2^s/s^) aged 3 to 6 months were used in this study. Genotyping was performed using the following primers: A1Bgl-30 forward (5′-GAC ATG CAA AAC CGA ACC AG-3′) and A1bgl+164 reverse (5′-GGA GAT GAC AAG GTC CAG GG-3′).

All animals were kept in a 12-h dark/light cycle and fed standard chow *ad libitum*. All animal care and experiments were approved by the Marshall University Institutional Animal Care and Use Committee (IACUC) in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals (NIH Publication, 8th Edition, 2011).

### 4.3. Western Blot Analysis

Whole heart lysates were prepared by homogenization in RIPA buffer as described [96]. Equal amounts of proteins were loaded and separated by 10% SDS-PAGE, transferred onto nitrocellulose membrane (GE Healthcare Life Sciences, Pittsburgh, PA, USA), and probed with the primary antibody (anti-NKA α1 1:1000; anti-NKA α2 1:1000; anti-NKA β1 1:1000; anti-β-actin 1:1000) followed by incubation with the HRP-conjugated secondary antibody. The signal was detected using chemiluminescence, and quantified using Image J software (National Institutes of Health (NIH), Bethesda, MD, USA). Cardiac protein carbonylation was assessed as previously described [97] using an anti-DNP antibody (dilution 1:20,000).

### 4.4. Na/K-ATPase Activity and Ouabain Dose-Response in Heart Lysates

Hearts were snap frozen in liquid nitrogen immediately after harvesting. Powdered heart tissue was placed into 10 mL ice-cold 1M KCl and homogenized in a 30 mL homogenizer by 15 times up-and-down strokes and followed by homogenization with a tissue mixer homogenizer at 30,000 rpm for 60 s (twice, 30 s each). The homogenates were centrifuged at 100 g for 10 min to remove cellular debris and unbroken cells. The supernatants were centrifuged at 1000 g for 10 min. The sediment was washed once with a solution containing 50 mM KCl and 50 mM Tris-HCl (pH 7.4), and twice with 50 mM Tris-HCl (pH 7.4). The final pellet was resuspended in 1mM Tris-EDTA (pH 7.4). The resulting crude homogenates were incubated with the ionophore alamethicin (0.1 mg/mg protein) 10 min at 37 °C prior to ouabain sensitive ATPase activity measurement [98]. This alamethicin treatment is necessary to ensure the access of substrates and inhibitors to both the ATP- and ouabain-binding sites of the enzyme in closed membrane vesicles that may form in crude homogenates. Na/K-ATPase activity was measured in alamethicin-pretreated samples (50 µg protein/sample) by colorimetric determination of inorganic phosphate released after incubation of 10 min at 37 °C in a reaction buffer containing (in mmol/L) Tris-HCl (20), MgCl_2_ (1), NaCl (100), KCl (20), EGTA-Tris (1), and NaN_3_ (5). After addition of 2 mmol/L Mg^2+^/ATP, the enzymatic reaction was allowed to run for 10 min before the addition of 1 mL ice-cold 8% trichloroacetic acid to terminate the reaction. The amount of phosphate released was determined using an inorganic phosphate detection kit (AK-111, Biomol Research Laboratories, Inc., Plymouth Meeting, PA, USA), according to the manufacturers’ recommendation. Ouabain insensitive activity was measured in a separate reaction in the presence of 2 mmol/L ouabain in the same buffer. Ouabain sensitive Na/K-ATPase activity was then determined by subtracting ouabain insensitive from total ATPase activity. To establish the ouabain dose–response curve, control hearts tissue was prepared as described above, and indicated concentrations of ouabain were added in the reaction buffer. The resulting data were analyzed by nonlinear regression and best fitted with biphasic curve or monophasic curve using GraphPad Prism 5.0 (GraphPad Software, Inc, La Jolla, CA, USA).

### 4.5. Echocardiography

Echocardiography was carried out under light anesthesia (1–2% isoflurane in oxygen) placed on a heating pad using a MS400: 18–38 MHz operating frequency MicroScan transducer and the Vevo 1100 Imaging System. Left ventricle dimensions were obtained during TM mode acquisition from the parasternal short axis view at the level of the papillary muscles. Images were analyzed with the Vevo 1100 Imaging System software (FUJFILM VisualSonics Inc., Tokyo, Japan), by an examiner blinded to the genotype of the animals as described [37].

### 4.6. Histology

Hearts were fixed in 10% buffered formalin solution and stored in 70% EtOH at 4 °C until embedding. Paraffin embedding, transverse sectioning, Wheat Germ Agglutinin (WGA) immunostaining, Masson’s trichrome staining, and imaging were performed by Wax-it Histology Services Inc. (Vancouver, BC, Canada). Dehydration was performed with ethanol 70%, 95% (2×) and 100% (3×) for 2 h, each followed by xylene (3×) for 1 h each. The specimens were then impregnated with paraffin at 60 °C (3 successive changes after 45 min, 1 h, 2 h under vacuum) and then embedded into wax blocks.

Masson’s trichrome staining was performed to assess cardiac fibrosis. Sections were rehydrated using xylene, decreasing % of ethanol, and water. Sections were treated with saturated picric acid at 60 °C for 1.5 h, rinsed, and stained in Weigart’s hematoxylin solution for 30 min. After rinsing, they were treated with acetic acid for 30 s, rinsed, stained in acid fuchsin–ponceau xylidine for 2 min, and rinsed. They were then treated in 1% phosphomolybdic acid for 5 min and stained with 1% aniline blue for 15 min. prior to rinsing with successive changes of 1% acetic acid and water. Total (i.e., interstitial plus perivascular) fibrosis was determined in each sample using 10 randomly selected fields from a 20× magnification whole heart scan and analyzed using ImageJ software (RSB NIH), which allows quantification of the positive blue stained area (fibrosis) and total area [99]. Fibrosis was expressed as percent of total area.

WGA immunostaining was used to examine cardiomyocyte cross-sectional area and density. Immunostaining was performed following rehydratation of sections in Tris buffered saline pH 7.4, followed by antigen retrieval (citrate buffer in steamer for 25 min) and permeabilized with TBS-T (0.5%) for 20 min at room temperature. Protein blocking was performed for 30 min at room temperature. WGA at a 1:200 dilution was incubated overnight at 4 °C, followed by secondary antibody tagged with Alexa 568 at a 1/500 dilution (30 min at room temperature). Sections were mounted with DAPI-Prolong gold (Invitrogen). To assess cardiomyocyte cross-sectional area and density, 10 fields per left ventricle stained by WGA were selected using a 40× magnification. The number and area of cardiomyocytes were determined using an ImageJ macro developed by Dr. Kees Straatman at the University of Leicester for automated batch processing of the images. The mean cardiomyocyte area and density was measured in over 1000 cells from at least 4 hearts per genotype.

### 4.7. Determination of mRNA Levels

Total RNA was extracted from cardiac tissue using Trizol^®^ reagent according to the manufacturer’s instructions (Life Technologies, Carlsbad, CA, USA). The amount and quality of extracted RNA were assessed using the Nanodrop 2000 (Thermo Scientific, Waltham, MA, USA). First-strand cDNA was synthesized from mRNA using Superscript II First-Strand system (Invitrogen, Carlsbad, CA, USA). Gene expression of collagen 1, brain natriuretic peptide (BNP), alpha skeletal actin (α-sk actin), and beta myosin heavy chain (β-MHC) was analyzed by real-time quantitative PCR using PowerSYBR green (Life Technologies, Carlsbad, CA, USA). Real-time quantitative PCR was performed using a LightCycler^®^ 480 Instrument II (Roche, Indianapolis, IN, USA) in a 384-well plate. Melting curve analysis was performed to ensure purity of the PCR products, and relative quantification was determined using the comparative CT method with data normalized to GAPDH and calibrated to the average of control group, as previously described [100]. Primer sequences are listed in Supplemental Table S1.

### 4.8. Angiotensin-II Treatment

Three-month-old male mice were treated with a pressor dose of Angiotensin-II (AngII) of 1.5 mg.kg^−1^.d^−1^ or saline for 14 days via osmotic minipumps (model 2002, AlzaCorp, Palo Alto, CA, USA), implanted subcutaneously at the dorsum of the neck as previously described [101].

### 4.9. RNA Sequencing (RNA-Seq) Analysis

Total RNA was extracted from cardiac tissue using Trizol^®^ reagent (Life Technologies, Carlsbad, CA, USA) and the RNeasy Midi Kit (Qiagen, Hilden, Germany) according to the manufacturers’ instructions. RNA-seq was performed by Novogene (Sacramento, CA, USA) using the Illumina NovaSeq 6000 system. Quality control, mapping to reference genome, and quantification were performed by the company according to their standard protocol. Using the raw count data provided, we performed a differential gene expression (DEG) analysis using the DESeq2 R-package [102]. A Volcano Plot was constructed based on the DEG data using the EnhancedVolcano R-package. The gene list and associated log2 fold change obtained from the DESeq2 analysis were used as the input for Gene Set Enrichment Analysis (GSEA) using the WebGestalt toolkit (www.webgestalt.org. Accessed 17 February 2021.) [103]. The Cellular Component category of Gene Ontology and the Reactome database were selected for pathway enrichment analysis.

### 4.10. Statistical Analysis

The data are presented as means ± SEM. The data were analyzed by Student’s t-test for comparison between two independent groups and by two-way ANOVA followed by Tukey’s multiple comparisons test for grouped analysis. The data were stored and analyzed using GraphPad Prism software (La Jolla, CA, USA). A probability value of *p* < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
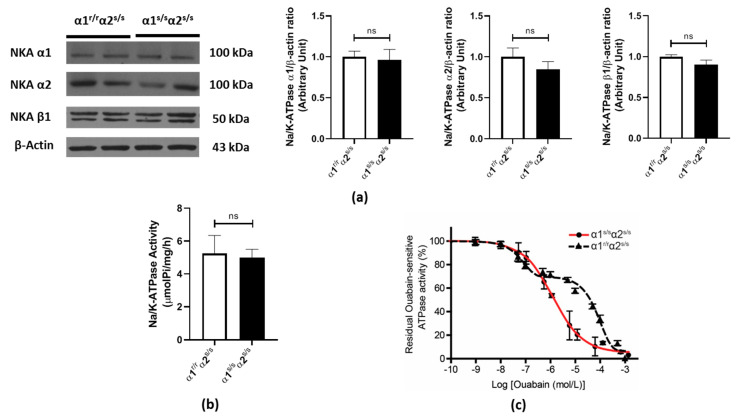
Increased Na/K-ATPase sensitivity to ouabain in α1^s/s^α2^s/s^ hearts: (**a**) Representative Western blots and quantitative analysis for Na/K-ATPase α1, α2, and β1 isoforms in heart homogenates (*n* = 5–6 hearts/genotype). (**b**) Maximal ATPase activity in crude membrane fractions was measured using a colorimetric assay for Pi release (*n* = 6 hearts/genotype). (**c**) Na/K-ATPase dose–response curve to the cardiotonic steroids (CTS) ouabain. Maximal ATPase activity in crude membrane fractions was measured using a colorimetric assay for Pi release in the presence of the ionophore alamethicin and the indicated concentrations of ouabain. The monophasic curve obtained for the α1^s/s^α2^s/s^ is shown in red along with the biphasic curve obtained in the wild-type (α1^r/r^α2^s/s^) mouse heart (*n* = 3 hearts/genotype). ns: non-significant, *p* > 0.05.

**Figure 2:**
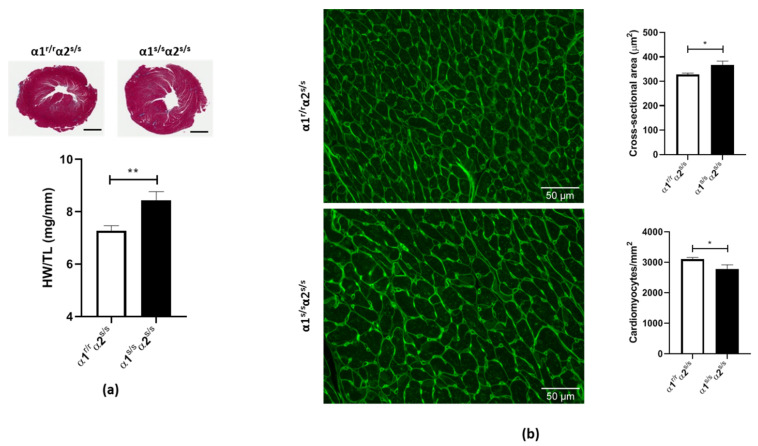
Cardiac hypertrophy in α1^s/s^α2^s/s^ mice: (**a**) Cross-section of whole left ventricles stained with Masson’s trichrome (top); scale bar = 1 mm. Heart weight/tibia length (HW/TL) quantification (bottom) (*n* = 14–16 hearts/genotype). (**b**) Wheat germ agglutinin (WGA) staining of left ventricle cross-sections from α1^r/r^α2^s/s^ (top left) and α1^s/s^α2^s/s^ (bottom left) mice; scale bar = 50 μm. Average cardiomyocyte cross-sectional area (top right) was automatically quantified in over 1000 cells from at least five different random fields (*n* = 4–7 hearts/genotype). Cardiomyocyte density (bottom right) was determined by the number of cardiomyocytes per mm^2^. * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
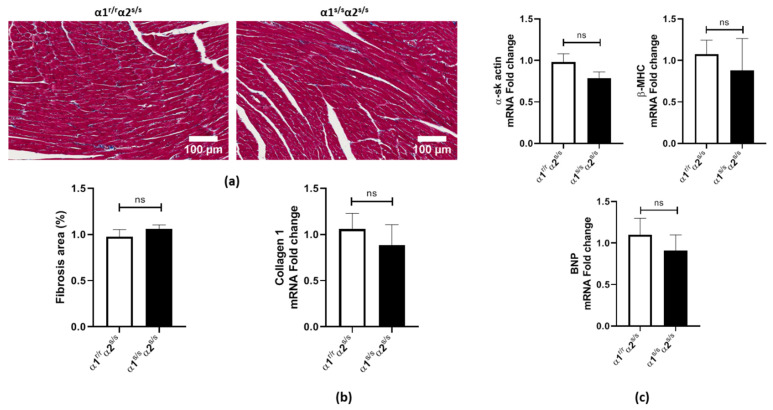
Absence of cardiac fibrosis or change in the fetal gene program in α1^s/s^α2^s/s^ mice: (**a**) Representative histological sections of left ventricles from α1^r/r^α2^s/s^ and α1^s/s^α2^s/s^ (top) mice stained with Masson’s trichrome; scale bar = 200 μm. Fibrosis area quantification (bottom) (*n* = 5 hearts/genotype). (**b**) Collagen-1 mRNA levels in the left ventricle determined by RT-qPCR (*n* = 4–5 hearts/genotype). (**c**) mRNA levels of α-skeletal actin (α-sk actin), β-heavy myosin chain (β-MHC), and brain natriuretic peptide (BNP) in left ventricles determined by RT-qPCR (*n* = 6 hearts/genotype). ns: non-significant, *p* > 0.05.

**Figure 4:**
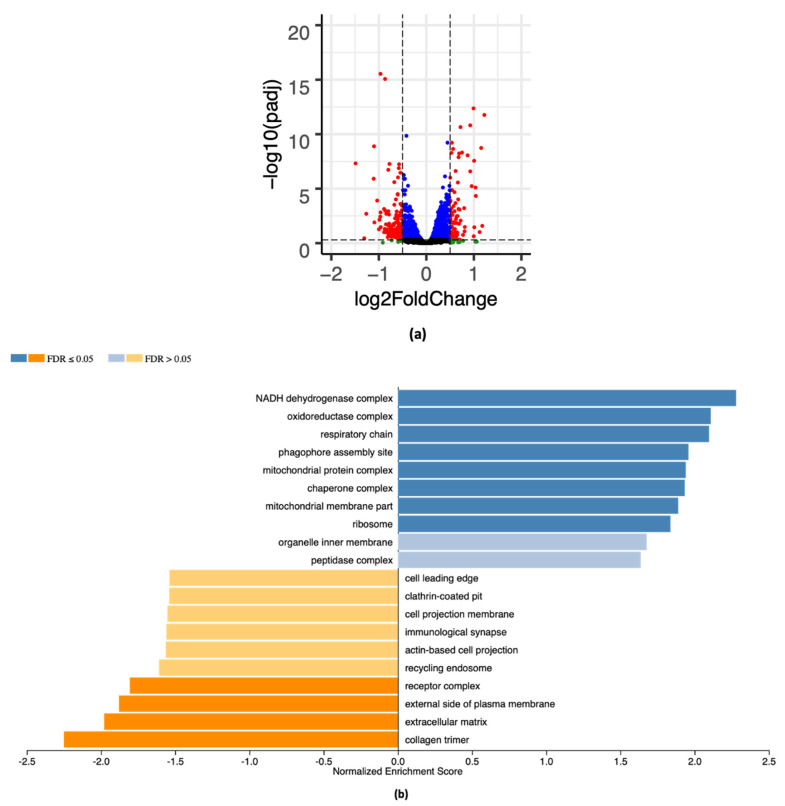

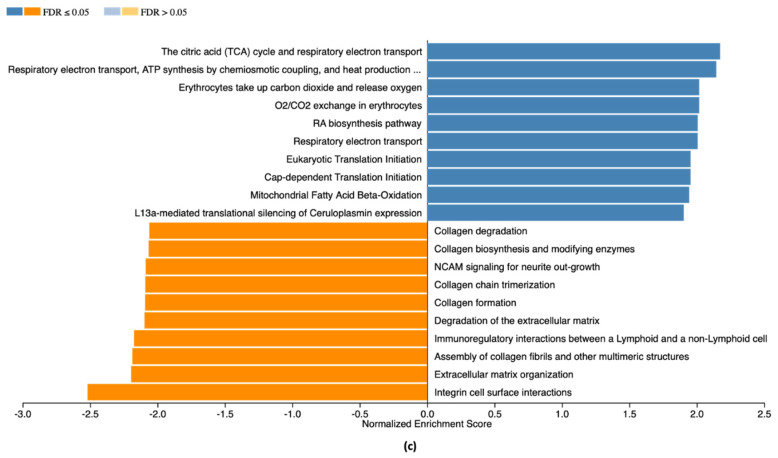
RNA-seq analysis comparing the transcriptome of α1^r/r^α2^s/s^ and α1^s/s^α2^s/s^ hearts: (**a**) Volcano plot of gene expression in α1^r/r^α2^s/s^ and α1^s/s^α2^s/s^ hearts plotting -log10 of adjusted *p*-value on y-axis and log2 fold change on x-axis. Red dots are downregulated (left) and upregulated (right) genes with a log2 fold change greater than 0.5. Blue dots represent those genes with a log2 fold change less than 0.5. Green and black dots represent genes with an adjusted *p*-value greater than 0.05. (**b**) The enriched pathways in the category of Cellular Component of the Gene Ontology database. (**c**) Pathway enrichment using the Reactome database. Pathway enrichment analysis were performed with Gene Set Enrichment Analysis (GSEA) as described in the Materials and Methods section. Blue bars represent upregulated pathways and orange bars represent downregulated pathways.

**Figure 5:**
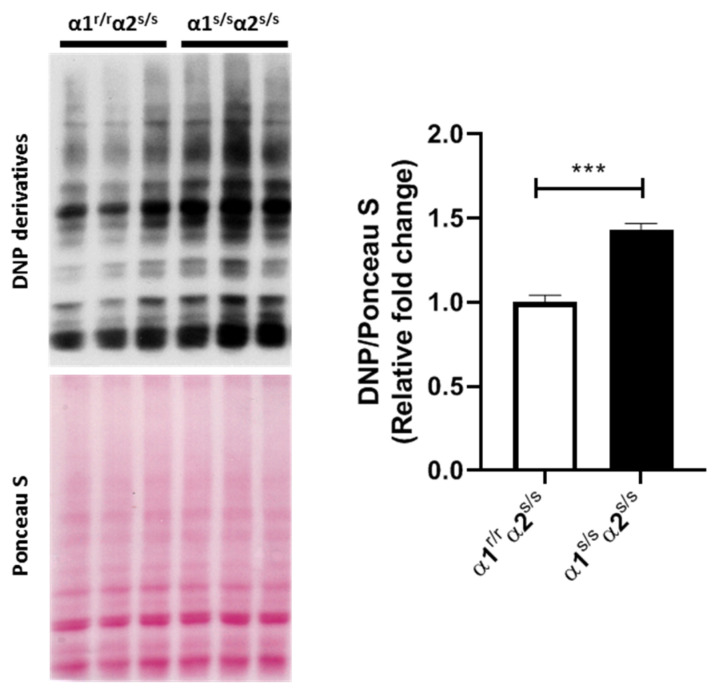
Increased protein carbonylation in α1^s/s^α2^s/s^ hearts: Representative Western blot analysis of protein carbonylation and Ponceau S staining as a loading control in left ventricle homogenates and associated quantitative data (*n* = 7–8 hearts/group). *** *p* < 0.001; DNP: 2,4-dinitrophenyl.

**Figure 6:**
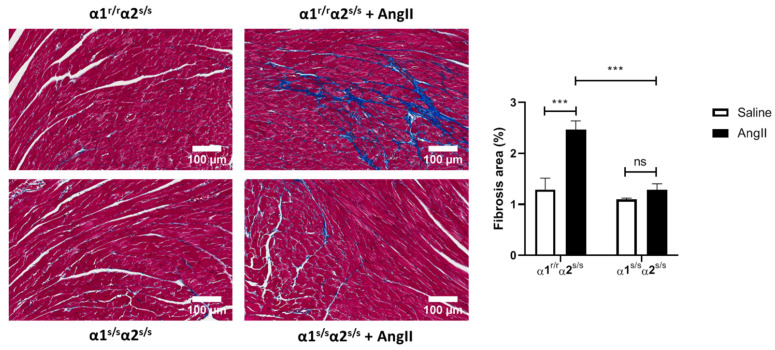
Angiotensin-II does not induce cardiac fibrosis in α1^s/s^α2^s/s^ mice: The left panels show representative histological sections stained with Masson’s trichrome, and the right panels show the quantitative data of fibrosis analyzed using ImageJ (*n* = 4–8 hearts/group). Scale Bar = 100 µm. *** *p* < 0.001; ns: non-significant, *p* > 0.05.

**Table 1:** Echocardiographic parameters in α1^r/r^α2^s/s^ and α1^s/s^α2^s/s^ mice. * *p* < 0.05.

*Parameter*	*α1^r/r^α2^s/s^ (n = 9)*	*α1^s/s^α2^s/s^ (n = 6)*
HR (bpm)	457 ± 23	475 ± 31
LVID; s (mm)	2.50 ± 0.52	2.60 ± 0.42
LVID; d (mm)	3.61 ± 0.54	3.86 ± 0.28
LV Volume; s (µL)	23.7 ± 10.6	25.5 ± 9.2
LV Volume; d (µL)	56.6 ± 18.7	64.9 ± 11.0
SV (µL)	32.9 ± 11.2	39.4 ± 3.8
EF (%)	59 ± 11	62 ± 9
FS (%)	31 ± 7	33 ± 7
CO (mL/min)	14.9 ± 4.7	18.7 ± 2.1
LVAW; s (mm)	1.34 ± 0.16	1.53 ± 0.12 *
LVAW; d (mm)	0.95 ± 0.12	1.06 ± 0.11
LVPW; s (mm)	1.19 ± 0.17	1.24 ± 0.24
LVPW; d (mm)	0.80 ± 0.10	0.84 ± 0.18
LV Mass (mg)	87.1 ± 12.4	110.7 ± 19.9 *

## Data Availability

The data presented in this study have been deposited at the Gene Expression Omnibus at the National Center for Biotechnology Information and may be accessed using the accession number GSE169734.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22073462/s1, Table S1: Primers used for RT-qPCR.

# Supplementary material for: Cardiac Oxidative Signaling and Physiological Hypertrophy in the Na/K-ATPase α1s/sα2s/s Mouse Model of High Affinity for Cardiotonic Steroids
**Source:** Int J Mol Sci. 2021 Mar 27;22(7):3462. doi: 10.3390/ijms22073462
**Supplement:** Supplementary file 1

**Supplemental Table S1:** Primers used for RT-qPCR

| Name               | Sequence                                                             | Gene           |
|--------------------|----------------------------------------------------------------------|----------------|
| BNP                | F: GAG TCC TTC GGT CTC AAG GC<br>R: CAA CTT CAG TGC GTT ACA GCC      | NM_008726.5    |
| $\beta$ -MHC       | F: TCC TGC TGT TTC CTT ACT TGC T<br>R: GGC TGA GCC TTG GAT TCT CAA A | NM_001164171.1 |
| $\alpha$ -sk actin | F: ACA CGC CAG CCT CTG AAA CT<br>R: CCG TTG TCA CAC ACA AGA GC       | NM_009606.3    |
| Collagen 1         | F: CGA TGG ATT CCC GTT CGA GT<br>R: CGA TCT CGT TGG ATC CCT GG       | NM_007742.4    |
| GAPDH              | F: CTT TGT CAA GCT CAT TTC CTG G<br>R: TCT TGC TCA GTG TCC TTG C     | NM_008084      |

How the deposited data were processed for this re-analysis (not part of the article)

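RNA from whole hearts of 3-month-old male mice was sequenced, with 3 α1 r/rα2 s/s hearts (mice 368, 369 and 370) and 3 α1 s/sα2 s/s hearts (mice 379, 380 and 381). The genotype of each heart was taken from its label and the paper. A sequencing company did the quality control, mapping and counting, and the authors deposited the resulting counts per gene without normalization. The paper's text does not name the aligner, the counting program or whether strand was used. The count table lists 54532 genes by Ensembl identifier, of which 54495 are in GENCODE M21 and 53585 have identical coordinates there, so positions are given on GRCm38.

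The authors also deposited a table of their own comparison by DESeq2. It gives the mean signal of each gene as the authors computed it, which is the mean of counts divided by DESeq2's size factors. The authors' deposited table further gives the log2 fold change of α1 s/sα2 s/s over α1 r/rα2 s/s hearts and its standard error on the log2 scale. Its Wald statistic is a score per gene from the authors' fit. The p-value and adjusted p-value in the deposited table are those of the authors' Wald test. The authors' deposited table holds 10733 genes. DESeq2 rerun on the deposited counts differed from the authors' deposited table by at most 2.5e-05 in log2 fold change and 0.0017 in adjusted p.

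Counts were analysed in R 4.3.3. The main test was edgeR 4.0.16 with TMM normalization, filterByExpr (minimum count 10, minimum total 15) and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM were normalized by TMM, and log2 CPM used a prior count of 2. Where a group had no more than 3 counts in any heart, the fold was computed against a floor of 3 counts, which covers counting error only. With 3 hearts per genotype, an exact two-sided permutation test cannot give a p under 0.1.

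GSEA was run with fgsea 1.28.0 on genes ranked by edgeR's log2 fold change, with weight 1, set sizes from 5 to 2000, 10000 permutations before its adaptive step and random seed 1. The Reactome sets were those shipped with fgsea. The Gene Ontology annotation was not used here, so lists of gene symbols written from general knowledge stood for the Cellular Component terms. Gene correlation was taken into account with camera of limma 3.58.1, with the correlation estimated from the hearts. Another 10 lists of marker genes and 4 lists for hypotheses were tested with camera, and 1 further marker list had a single tested gene and was not.

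The alternatives were DESeq2 1.42.0 (filter at 0.1), RLE and upper-quartile factors, no filter (at least 1 count), at least 10 counts in every heart, leaving out globin and mitochondrially encoded genes, a loess offset on gene length and GC content (span 0.3), edgeR's robust prior, an adjusted p under 0.1, an adjusted p under 0.5 with an absolute log2 fold change over 0.5, and leaving out each heart in turn. For gene sets they were ranking by DESeq2's log2 fold change or by the signed root of F, weight 0, and camera. These were set before the data were examined. Ranking by the log2 fold changes of the authors' deposited table, ranking by DESeq2's log2 fold change over the genes kept by filterByExpr, gseapy 1.3.1 with 1000 permutations of genes, DESeq2 calls among genes with an Entrez identifier, and other settings for the marker lists were chosen after seeing the data. GC content was known for 99.9% of the tested genes.

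The genes named were those the paper measures by name, the 5 largest rises and 5 largest falls past the threshold with a mean log2 CPM of at least 1 and no overlap between genotypes, for each gene set the paper's text names the 3 members with the smallest p among those changed in the direction the paper gives, and sex marker genes. A further planned comparison, the genes it would have named and some single genes are not reported here. The tests were run on simulated data in which 200 genes changed by 1 on the log2 scale and another 60 were raised by 0.5. edgeR recovered 72.5% of the 200 and called 22 of the 60, and 6.18% of its 178 calls were on unchanged genes. DESeq2 recovered 73.0% of the 200 and called 23 of the 60, and 9.63% of its 187 calls were on unchanged genes. GSEA and camera both passed a simulated set of 30 of these 60 genes and none of 50 sets of unchanged genes, with adjustment over these 51 sets (adjusted p of 0.0451 in camera). Smaller changes, and adjustment over the 1122 Reactome sets, were not simulated. The simulated counts were drawn independently for each gene, so the correlation between genes that fgsea ignores was absent. The simulation therefore does not show how often fgsea passes sets of correlated unchanged genes. The Reactome term collagen chain trimerization was not analysed here, since the collection used does not hold it. Hearts of other genotypes and treatments were not analysed here.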

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

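Of the tests in this part, the splits counted for all differing genes and the reads of other Hist1h2a genes were chosen before the result was seen. The fit without globin and mitochondrially encoded genes was planned as an alternative before it, and its use as a test was chosen after it, as were all other tests. The 8 genes taken up here passed an adjusted p under 0.05 in edgeR, had no overlap between the 3 hearts of each genotype, and lie outside the genes the paper discusses. The share of all tested genes without overlap was 20%, where 10% is the chance share. The genotype split gave the most differing genes, so 1 of the 10 splits of the 6 hearts reached 214 genes, and the other splits gave 0 or 1 (344 to 1187 at an unadjusted p under 0.05). With 10 splits this share cannot go under 0.1, so a count of splits cannot exclude grouping by chance, however large the difference. The ratio of median library totals was 1.01 and the totals of the genotypes overlapped. Without globin and mitochondrially encoded genes 213 genes passed, so neither accounts for the differences.

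Hist1h2al, with 43 to 117 counts in α1 s/sα2 s/s hearts against 0 to 3, was at least 29.1-fold higher in their mean. Its adjusted p was from 9.02e-30 to 0.00167 across the 12 alternatives that gave it one, while DESeq2 gave it none and at least 10 counts in every heart left it out. Reads could be shared with other Hist1h2a genes, whose sum rose by 0.27 CPM. With 1.54 CPM in α1 r/rα2 s/s hearts these could not have fallen by the 4.3 CPM that Hist1h2al rose. This argues against reads moved from the counts of these genes as the source of the rise. Reads left uncounted as ambiguous could not be examined, so sharing through them remains open. A difference in DNA between the strains might explain a pseudogene counted almost only in one genotype, but no sequence was read here. Acot1 rose by a log2 of 1.22 (adjusted p from 4.35e-27 to 0.00412). Reads of its paralog Acot2 counted on Acot1 at a constant share would raise Acot1 by no larger a fold than Acot2. The mean log2 ratio of Acot1 to Acot2 was 0.527 higher in α1 s/sα2 s/s hearts, without overlap between the genotypes, which speaks against this explanation.

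The rises of Acot1 and Pdk4 could reflect feeding or the activity of PPARα. In a list of PPARα target genes that holds Pdk4 itself, 19 of 20 were higher, with a mean log2 fold change of 0.28 and an unadjusted p of 0.109 in limma's camera. Without Pdk4, 18 of 19 were higher, with a mean of 0.24 and an unadjusted p of 0.117. Of 17 clock genes, 6 had an unadjusted p under 0.05, or 35.3% against 14.5% of all tested genes, and 0 an adjusted p under 0.05. Of these clock genes 10 were higher and 7 lower. limma's camera, which looks for a shift of the list in one direction, gave an unadjusted p of 0.356. A different hour of collection could not be told apart from the genotype, nor could feeding or litter, since none of these is given for each heart.

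Tfrc had a log2 fold change of -1.50 and was lower in all 3 α1 s/sα2 s/s hearts (adjusted p from 5.58e-62 to 0.0355). The lower end is from the fit without a filter, which was not run on simulated data. Alas1 (-0.87) fell and Slc40a1 (0.61) rose, both chosen after their values were seen. A candidate explanation is more iron in α1 s/sα2 s/s hearts. Fth1, Ftl1 and Hmox1 were higher and Slc11a2 was lower, the directions assumed here for more iron, with adjusted p from 0.257 to 0.577 in edgeR. Their mean log2 fold change in the assumed directions was 0.215 (standard error 0.0667, which treats the genes as independent). Whether iron sets the mRNA of these genes in the heart was not tested, so their directions cannot decide the question. Fth1, Ftl1 and Hmox1 are also in the list of NRF2 targets used below for oxidative signalling, so they cannot tell these 2 hypotheses apart. The hypothesis remains open, since no iron was measured in these hearts.

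Mycn (log2 fold change -1.34, adjusted p from 0.000185 to 0.24, none from DESeq2), Tmprss13 (-1.27, 3.86e-10 to 0.244) and Sult1a1 (1.04, 3.83e-15 to 0.175) lost significance under some alternatives. Ip6k3 (-1.11, 1.55e-09 to 0.0117) and Apln (-1.11, 3.91e-15 to 0.00446) passed under each. Segments of donor DNA elsewhere in the genome might place large changes close together. Of the 25 genes with an absolute log2 fold change over 1, 3 pairs lay within 10 Mb, against a mean of 2.87 in 10000 random draws (share of draws with as many 0.533). Among these genes, Hist1h2al, BB123696 (log2 fold change 3.19) and Zfp808 (-1.65) start at 51202727, 52729615 and 62129886 on chromosome 13. A count of pairs over the whole genome cannot exclude a single segment, there or elsewhere. No biological explanation was tested for Mycn, Tmprss13, Sult1a1, Ip6k3 or Apln.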

How the results depend on the processing

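In this part, the alternatives said to be chosen after seeing the data were the ones chosen only after the result was seen. No paired analysis was possible because the mouse numbers are not shared between the genotypes. Of the 28 named genes, none changed sign under any alternative. Of the 16 past an adjusted p of 0.05, 9 stayed past it in all 6 fits that each left out one heart. Over the named genes, 341 of the values under alternatives stayed on their side of the threshold, 30 became weaker and 15 stronger. DESeq2 gave no adjusted p for Hist1h2al and Mycn, at least 10 counts in every heart left out Hist1h2al, and the fit without mitochondrially encoded genes left out mt-Nd4l, mt-Nd3 and mt-Nd1. Of the 214 genes, 170 were called under all 8 other settings with 6 hearts and 57 in all 6 fits that left out a heart. RLE factors gave 211 genes, upper-quartile factors 231, the robust prior 268 and the length and GC offset 240.

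The count rose from 214 (116 higher, 98 lower) to 403 with DESeq2 (246 and 157), 618 without a filter (324 and 294, 258 of them with the fold change minimum against 109), 402 at an adjusted p under 0.1 (219 and 183) and 968 at an adjusted p under 0.5 with the fold change minimum (304 and 664). It was 126 with DESeq2 and the fold change minimum (57 higher), and DESeq2 at an adjusted p under 0.5 with that minimum gave 187 lower. The fit without a filter was not run on simulated data, so its share of false calls is not known. Among genes with an Entrez identifier, chosen after seeing the data, DESeq2 gave 383 (233 and 150). The fits that left out one heart gave 80 to 158 genes, 42 to 91 higher, 38 to 67 lower and 65 to 105 with the fold change minimum. The cause was not tested.

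Ranking by DESeq2's log2 fold change weakened the citric acid cycle set to 1.51, respiratory electron transport with ATP synthesis to 1.54, respiratory electron transport to 1.42, extracellular matrix organization to -1.02 and collagen trimer to -1.22. It reversed both translation initiation sets to -0.646 and the L13a set to -0.692. These rankings held every gene with a count. Over the genes kept by filterByExpr alone, chosen after seeing the data, DESeq2's ranking gave these sets 2.26, 2.35, 2.23, -1.71 and -1.47, both translation initiation sets 1.99 and the L13a set 1.97, so the genes that filterByExpr removes caused the change. The length and GC offset weakened respiratory electron transport to 1.95. Fatty acid β-oxidation passed by the signed root of F (2.16) and with weight 0 (2.13). Collagen formation also passed under these (-2.32 and -2.84). With alternatives chosen after seeing the data, fatty acid β-oxidation passed in gseapy (1.84), and collagen formation passed by the deposited log2 fold changes (-2.07) and in gseapy (-2.06). The deposited log2 fold changes equal those of DESeq2 to within 2.5e-05, and DESeq2's ranking over the genes kept by filterByExpr gave collagen formation -1.57. The genes ranked, 10733 in the authors' deposited table, thus caused its change to -2.07 in fgsea. The cause of the remaining changes was not tested.

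Leaving out one heart gave 1.64 to 2.39 for the citric acid cycle set, 1.73 to 2.41 for respiratory electron transport with ATP synthesis, 1.62 to 2.30 for respiratory electron transport and 1.28 to 1.83 for fatty acid β-oxidation. It gave -1.76 to -1.46 for collagen formation, -1.83 to -1.41 for extracellular matrix organization, -1.66 to -1.26 for collagen trimer and -1.67 to -1.31 for extracellular matrix. The NADH dehydrogenase complex had 1.72 to 2.17, the respiratory chain 1.55 to 2.18 and the mitochondrial protein complex 1.11 to 2.16. Both erythrocyte sets had -1.34 to 2.04 and reversed without mouse 380, and the RA biosynthesis pathway had -0.712 to 1.77 and reversed without mouse 370. The cause was not tested.

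Of the Figure 4c terms, 10 passed, against 0 by DESeq2's ranking (4 at an unadjusted p under 0.05), 0 in camera (0 at an unadjusted p under 0.05), 5 with the length and GC offset and 17 with weight 0. Alternatives chosen after seeing the data gave 12 by DESeq2's ranking over the genes kept by filterByExpr, 17 by the deposited log2 fold changes and 18 in gseapy. Leaving out one heart gave 4 to 13. Of the symbol lists, 5 passed, 0 in camera (0 at an unadjusted p under 0.05) and 3 to 5 with one heart left out. For terms not named in the text, 129 values stayed the same, 37 became stronger, 21 weaker and 6 reversed. Apart from DESeq2's ranking and the deposited log2 fold changes, the cause was not tested. In simulated data at this depth, edgeR recovered 89.2% of the genes changed by 1 on the log2 scale that had at least 2 CPM, against 72.5% of all such changed genes, which limits calls among low genes.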

Differences from the paper's values

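The paper reports 388 differentially expressed genes, and edgeR gave 214. Of the alternatives set before the data were examined, DESeq2 (403), the robust prior (268), an adjusted p under 0.1 (402) and DESeq2 at an adjusted p under 0.5 with an absolute log2 fold change over 0.5 (301) came within 1.5 times of the paper's number. RLE factors, upper-quartile factors, no filter, at least 10 counts in every heart, leaving out globin and mitochondrial genes, the length and GC offset, the other fold change limits and all 6 fits without one heart did not. The paper reports 235 upregulated genes, against 116 here. DESeq2 (246), no filter (324), an adjusted p under 0.1 (219) and under 0.5 with the fold change minimum (304) came within 1.5 times, and the other alternatives set before the data were examined did not. The paper reports 152 downregulated genes, against 98 here. DESeq2 (157), upper-quartile factors (123), at least 10 counts in every heart (109), the robust prior (128), an adjusted p under 0.1 (183) and DESeq2 at an adjusted p under 0.5 with the fold change minimum (187) came within 1.5 times, and the others did not. DESeq2 among genes with an Entrez identifier, chosen after seeing the values, gave 383, 233 and 150. The authors' deposited table has 387 genes with an adjusted p under 0.05, 235 higher and 152 lower, which is the paper's split.

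The error used for enrichment scores is a jackknife error, from the fits that each left out a heart. It was from 0.155 for assembly of collagen fibrils to 2.75 for the erythrocyte sets. The paper used the same hearts, so this spread between hearts cannot decide whether its scores and those here differ. The 10 terms below, of 24 compared, lay further from the paper's score than this error. RA biosynthesis (1.32 against about 2, error 1.84) is thus not among them. The paper's normalized enrichment score for collagen degradation is about -2.1 in Fig. 4c, read by eye, against -1.82 here. The signed root of F (-2.26), at least 10 counts in every heart (-1.89), the length and GC offset (-1.85) and the fits without mouse 368 (-1.89), 370 (-1.90) or 380 (-1.95) came within the error. For collagen biosynthesis and modifying enzymes it is about -2.1 in Fig. 4c, read by eye, against -1.57, and the signed root of F (-2.40) and the fit without mouse 380 (-1.80) came within the error. For NCAM signaling for neurite out-growth it is about -2.1 in Fig. 4c, read by eye, against -1.40, and the signed root of F (-1.96) came within the error. For immunoregulatory interactions between a lymphoid and a non-lymphoid cell it is about -2.2 in Fig. 4c, read by eye, against -1.50, and the signed root of F (-1.63), weight 0 (-2.39) and the fit without mouse 370 (-1.71) came within the error. For extracellular matrix organization it is about -2.2 in Fig. 4c, read by eye, against -1.71, and for integrin cell surface interactions about -2.5 in Fig. 4c, read by eye, against -1.76. The signed root of F (-2.35 and -2.52) came within the error for both. The other alternatives set before the data were examined did not come within the error of these terms.

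For collagen formation the paper's score is about -2.1 in Fig. 4c, read by eye, against -1.57, and for assembly of collagen fibrils about -2.2 in Fig. 4c, read by eye, against -1.73. None of the alternatives set before the data were examined came within the error of either. For the Cellular Component terms, the hand-written lists are not the paper's sets. Collagen trimer is about -2.3 in Fig. 4b, read by eye, against -1.47, and the signed root of F (-2.37) came within the error. Extracellular matrix is about -2.0 in Fig. 4b, read by eye, against -1.58, and at least 10 counts in every heart (-1.78) came within the error. The other alternatives set before the data were examined did not. Ranking by the log2 fold changes of the authors' deposited table, chosen after seeing the values, came within the error for 8 of these 10 terms and not for NCAM signaling (-1.68) or assembly of collagen fibrils (-1.99). gseapy on the same ranking, also chosen after seeing the values, came within the error for collagen degradation (-2.05), collagen biosynthesis (-2.11), collagen formation (-2.06), the immunoregulatory set (-2.0), extracellular matrix organization (-2.2) and integrin interactions (-2.49).

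The paper describes mitochondrial fatty acid β-oxidation as upregulated and collagen formation as downregulated, and both had an adjusted p of 0.254 in fgsea. The signed root of F and weight 0 gave both an adjusted p under 0.05, as did gseapy on the log2 fold changes of the authors' deposited table, chosen after seeing the values. That ranking in fgsea, also chosen after seeing the values, and the fit without mouse 380 did so for collagen formation. Of the 19 terms of Figure 4c compared, 9 did not pass. Beside these terms, both erythrocyte sets passed with weight 0, at least 10 counts in every heart and without mouse 368, 369, 379 or 381, and by DESeq2's ranking over the genes kept by filterByExpr, chosen after seeing the values. Collagen biosynthesis passed by the signed root of F, with weight 0 and without mouse 380. NCAM signaling passed by the signed root of F, and the immunoregulatory set with weight 0. Assembly of collagen fibrils passed by the signed root of F, with weight 0, at least 10 counts in every heart and without mouse 368, 380 or 381. By the log2 fold changes of the authors' deposited table, chosen after seeing the values, these terms and RA biosynthesis passed in fgsea and in gseapy, except NCAM signaling.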

Other observations

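Of the tests in this part, the splits of the Reactome sets, the length and GC offset, and the fibroblast, atrium and blood lists were chosen before the result was seen, and the others only after it. Since 3 hearts against 3 allow only 10 splits, a count of splits cannot exclude grouping by chance for any pattern below.

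Energy sets were higher and matrix sets lower in α1 s/sα2 s/s hearts. How opposed they were was taken as the size of the difference between the mean enrichment score of the energy sets and that of the matrix sets. For the Reactome sets, 1 of the 10 splits of the hearts was as opposed as the genotypes (3.79), and the next split reached 3.78. For the symbol lists, 2 of the 10 splits were as opposed. The other split placed mice 368, 369 and 380 against the rest, and it gave 44 Reactome sets with an adjusted p under 0.05 in fgsea, against 27 for the genotypes. After the length and GC offset, 3 of the 4 text-named Reactome sets past the threshold stayed past it. It moved the citric acid cycle set from 2.24 to 2.06 and respiratory electron transport with ATP synthesis from 2.35 to 2.11, so such bias does not fully explain these. Extracellular matrix organization hardly moved, from -1.71 to -1.68 (adjusted p = 0.00851 from fgsea), under an offset that lowered the energy sets. For this set, that argues against such bias, as far as the offset removes it. Respiratory electron transport went from 2.23 to 1.95 and no longer passed, and cannot be told apart from such bias. The hand-written NADH dehydrogenase complex, respiratory chain and mitochondrial protein complex lists fell to 2.04, 1.87 and 1.77. They stayed past the threshold (adjusted p = 0.00505, 0.00413 and 0.000218 from fgsea), with adjustment over the symbol lists alone. Fewer fibroblasts could lower matrix genes, but 7 of 12 fibroblast markers outside the matrix lists were lower (mean log2 fold change -0.07, unadjusted p of 0.861 in limma's camera). Atrial tissue could differ between dissections, as all 8 atrial markers were lower (mean -0.50, unadjusted p of 0.382 in camera). Mice 369 and 370, both α1 r/rα2 s/s, had the highest and the lowest atrial mean. All 8 smooth muscle markers were lower (mean -0.25), between 7 and 8 across the scalings, and the hearts did not overlap (exact permutation test, two-sided p = 0.1). Camera gave that list an unadjusted p of 0.0713, and 0.713 after adjustment over the marker lists. The explanations by fibroblasts, atrial tissue and smooth muscle remain open.

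Both erythrocyte sets of Figure 4c were higher with all hearts. More blood left in some hearts is a candidate explanation, since without mouse 380, which had the largest globin share (0.306% of counts), the score was -1.34. Mouse 381, also α1 s/sα2 s/s, had the lowest mean over the blood list. No biological explanation was tested.

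Of the Reactome sets past the threshold in fgsea, 17 are not drawn in Figure 4c, 8 higher and 9 lower. The one with the smallest p was Immune System (-1.46, adjusted p = 0.00375). Cytokine Signaling in Immune system (-1.58, 0.0418) and Hemostasis (-1.48, 0.0272) were lower too. Immune System passed in 4 of the 6 fits that left out one heart, and the other 2 sets in 3. Camera gave them an unadjusted p of 0.383, 0.518 and 0.366, and each 0.986 after adjustment. Fewer macrophages could lower the immune sets, since 10 of 11 macrophage markers were lower (mean log2 fold change -0.33). The hearts of the genotypes overlapped in these markers (exact permutation test, two-sided p = 0.3), and camera gave the list an unadjusted p of 0.347, or 0.764 after adjustment over the marker lists. This explanation remains open.

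Cell Cycle (-1.46) and Mitotic Prometaphase (-1.77), also outside Figure 4c, were lower, both with an adjusted p of 0.0226 in fgsea. Less proliferation in α1 s/sα2 s/s hearts might explain this. In a list of proliferation genes 14 of 16 were lower (mean log2 fold change -0.39), with an unadjusted p of 0.028 in camera, or 0.0876 after adjustment over the 4 lists. Ccnd1, chosen after its value was seen, fell by 0.97 on the log2 scale (adjusted p = 0.000106 in edgeR, lower in all 3 α1 s/sα2 s/s hearts). The hypothesis did not pass that correction. With each heart left out in turn, Mitotic Prometaphase passed in fgsea in 6 of the 6 fits and Cell Cycle in 5. Camera gave them an unadjusted p of 0.0271 and 0.281, and both 0.986 after adjustment over the 1122 Reactome sets.

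The paper reports increased protein carbonylation in α1 s/sα2 s/s hearts, measured in other samples. NRF2 targets might be higher if oxidative signalling were increased. Of 20 targets 18 were higher, between 15 and 18 across the scalings (mean log2 fold change 0.11), with an unadjusted p of 0.0438 in camera, or 0.0876 after adjustment over the 4 lists. The hearts did not overlap (exact permutation test, two-sided p = 0.1). Cat, chosen after its value was seen, had a log2 fold change of 0.34 (adjusted p = 0.0205 in edgeR). This hypothesis did not pass its correction either.

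Of the genes the paper measured by other methods, Atp1b1 had a log2 fold change of -0.19 (adjusted p = 0.204 in edgeR), Nppb -0.41 (0.0303), Acta1 0.52 (0.0548), Myh7 0.28 (0.319) and Gapdh 0.07 (0.728). Gm29216 (log2 fold change -1.56) and Cwc22 (2.49), chosen after their values were seen, passed in edgeR with hearts of the genotypes overlapping. Cwc22 was at 101 ± 83.6 CPM (SD, n = 3) in α1 s/sα2 s/s hearts and 17.9 ± 2.07 CPM (SD, n = 3) in α1 r/rα2 s/s hearts.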
